# Garlic Accelerates Red Blood Cell Turnover and Splenic Erythropoietic Gene Expression in Mice: Evidence for Erythropoietin-Independent Erythropoiesis

**DOI:** 10.1371/journal.pone.0015358

**Published:** 2010-12-29

**Authors:** Bünyamin Akgül, Kai-Wei Lin, Hui-Mei Ou Yang, Yen-Hui Chen, Tzu-Huan Lu, Chien-Hsiun Chen, Tateki Kikuchi, Yuan-Tsong Chen, Chen-Pei D. Tu

## Abstract

Garlic (*Allium sativum*) has been valued in many cultures both for its health effects and as a culinary flavor enhancer. Garlic's chemical complexity is widely thought to be the source of its many health benefits, which include, but are not limited to, anti-platelet, procirculatory, anti-inflammatory, anti-apoptotic, neuro-protective, and anti-cancer effects. While a growing body of scientific evidence strongly upholds the herb's broad and potent capacity to influence health, the common mechanisms underlying these diverse effects remain disjointed and relatively poorly understood. We adopted a phenotype-driven approach to investigate the effects of garlic in a mouse model. We examined RBC indices and morphologies, spleen histochemistry, RBC half-lives and gene expression profiles, followed up by qPCR and immunoblot validation. The RBCs of garlic-fed mice register shorter half-lives than the control. But they have normal blood chemistry and RBC indices. Their spleens manifest increased heme oxygenase 1, higher levels of iron and bilirubin, and presumably higher CO, a pleiotropic gasotransmitter. Heat shock genes and those critical for erythropoiesis are elevated in spleens but not in bone marrow. The garlic-fed mice have lower plasma erythropoietin than the controls, however. Chronic exposure to CO of mice on garlic-free diet was sufficient to cause increased RBC indices but again with a lower plasma erythropoietin level than air-treated controls. Furthermore, dietary garlic supplementation and CO treatment showed additive effects on reducing plasma erythropoietin levels in mice. Thus, garlic consumption not only causes increased energy demand from the faster RBC turnover but also increases the production of CO, which in turn stimulates splenic erythropoiesis by an erythropoietin-independent mechanism, thus completing the sequence of feedback regulation for RBC metabolism. Being a pleiotropic gasotransmitter, CO may be a second messenger for garlic's other physiological effects.

## Introduction

For millennia, garlic (Allium sativum) has been valued in many cultures both for its health effects and as a popular culinary flavor enhancer. Garlic's chemical complexity is widely thought to be the source of its many health benefits, which include, but are not limited to, anti-platelet, pro-circulatory, anti-inflammatory, anti-apoptotic, neuro-protective, and anti-cancer effects [1]–[3]. Although the garlic formulation of AGE (aged garlic extract) has a significant anti-oxidant activity on sickle RBC, excessive garlic intake in animals often leads to hemolytic anemia [4]. While a growing body of scientific evidence strongly upholds the herb's broad and potent capacity to influence health, the common mechanisms underlying these diverse effects remain disjointed and relatively poorly understood. Specifically, the possible relationship between erythropoiesis and garlic's health benefits has not been investigated. In light of the uncertainty regarding garlic's active ingredients [1] and the formation of H_2_S from garlic's organosulfides in isolated aorta sections [5], we wish to address the possibility of a second messenger for garlic's diverse physiological effects.

We have adopted a phenotype-driven approach to investigate the effects of dietary garlic on erythropoiesis in a mouse model. The array of phenotypic findings—histochemical analyses of spleens, examination of RBC morphologies, measurements of RBC half-lives, immunobloting, and mRNA expression profile analysis—all affirm that garlic accelerates RBC turnover and enhances splenic erythropoiesis and related gene expression. Our findings point toward a robust model for illuminating garlic's diverse health benefits. We propose that increased CO production by the heme oxygenase pathway stimulates splenic erythropoiesis by an erythropoietin-independent mechanism as a general homeostatic response to the accelerated RBC turnover caused by garlic consumption. Our proposal is supported by the fact that chronic exposure of mice on a garlic-free diet to low doses of CO stimulates erythropoiesis despite a decreased plasma erythropoietin level. We also propose that CO, a pleiotropic gasotransmitter [6]–[9], may also contribute to other physiological effects of garlic, in addition to erythropoietin-independent erythropoiesis.

## Materials and Methods

### Ethics statement

Animal use was approved by the IACUC of Academia Sinica and guided by international standard regulations for animal welfare (#RMiIBMTC2008014 on October 7, 2008).

### Diet components and reagents

Garlic and soybean oil were purchased from Taipei's supermarkets. Dietary ingredients were obtained from suppliers in France, UK, and USA. Antibodies were purchased from Abcam (Hsp70), Abnova (Klf1), Aviva Systems Biology (Tal1), Calbiochem (HO-2), Chemicon International (HO-1; Hif1α), Genscript (Gata-1), and Sigma-Aldrich (Sox6; GAPDH). Mice (6–8 week old male C57BL/6JNarl or B6) were purchased from the National Laboratory Animal Center in Nankang, Taipei, Taiwan.

### Diet preparation, mouse care, and experimental protocol

Mice were fed (*ad libitum*) a diet containing 200 g/kg (20%) vitamin free casein, 100 g/kg (10%) sucrose, 539.5 g/kg (53.95%) cornstarch, 70 g/kg (7%) soybean oil, 35 g/kg (3.5%) AIN93 regular mineral mix, 10 g/kg (1%) AIN93G vitamin mix, 2.5 g/kg (0.25%) choline bitartrate (41.1% choline), 3 g/kg (0.3%) L-cysteine, and the addition of either 40 g/kg (4%) cellulose (control or cellulose-supplemented diet) or 40 g/kg (4%) lyophilized husk-free raw garlic powder (garlic- supplemented diet) [10]. Male B6 mice (6–8 week old) were divided into two diet groups and maintained in the SPF (specific pathogen-free, barrier) facility in IBMS. Diet cups in each cage were replaced at least twice a week. Nine mice from each of the cellulose- or garlic-supplemented diet groups were randomly selected for analysis at time points of 0, 3, 6, 10, 15 weeks. Six of the nine mice were processed for histopathological examinations. The remaining three were sacrificed for tissues/organs, which were snap-frozen in liquid nitrogen for storage until use. The frozen tissues were used for RNA isolation (microarrays and qPCR), and immunoblots. CO treatment was carried out three times a week (*e.g*. MWF) in a clear Plexiglas box (inside dimension: 37×32×18 cm) under ∼250 ppm of CO (measured by a Bühler brand BA5000 CO analyzer) in the presence of a water bottle in the afternoons. Control treatment was carried out similarly with air delivered from a gas cylinder.

### Red blood cell morphology

RBC indices were determined with an Abbott Cell-Dyn 3700 analyzer. Blood (tail) collected in EDTA tubes was stained with 1% Brilliant cresyl blue [11]–[12] to count the percentage of biconcave and round-shaped, darkly-stained cells (1,000 cells per slide, 4 mice per diet group) at each time point. For accurate determination or differential counts of the variety of RBCs, blood was smeared on a glass slide and occasionally stained with the Giemsa method (Sigma GS500). Reticulocytes were photographed (5 regions per slide) after the blood smears were stained with new methylene blue under an Olympus BX51 microscope at 100×. The number of reticulocytes were counted and calculated among ∼1,000 RBCs.

### Scanning electron microscopy (SEM) of red blood cells

RBCs were washed with 0.1 M sodium cacodylate buffer (pH 7.4) three times, and then fixed with 2% glutaraldehyde for 2 hours (room temp.). Cells were centrifuged, washed, dehydrated stepwise in graded alcohols, and then diluted 10-fold in dry acetone. A drop of the suspension was placed on a piece of cover glass. The cover glass was coated with gold in a sputter coater and examined in a JSM-T330A scanning electron microscope (JEOL Ltd. Tokyo, Japan) at 15 kV. Randomly selected fields of well spread cells were photographed at 5,000×.

### Histopathological Analyses

Perfusion of animals and preparation of paraffin sections were according to those in Kikuchi *et al* [11]. Paraffin sections of tissues/organs were stained with hematoxylin and eosin (H&E) for histopathological examinations [12]. Spleen sections were stained for iron with K_3_[Fe(CN)_6_] [13]. After identifying the red pulp region by Nomarsky prism attached to an Olympus light microscope, iron droplets (Prussian blue, KFe[Fe(CN)_6_]) were quantified with assistance of the MetaMorph Offline software (Molecular Devices). A pre-determined color threshold program was used for a set of slides in a given figure. The relative iron content was obtained from the ratio of integrated areas of Prussian blue spots to that of the selected red pulp region in the same slide. Spleen macrophages were visualized through the acid phosphatase activity with the Gomori's method [14].

### RBC half-lives

*N*-hydroxysuccinimide-biotin was injected into each mouse (n = 9 for each diet group) at week 12 of feeding [15]. Mice were bled at 36 hours after injection, then at 3-day intervals for the first two weeks, 3–4 day intervals for the third and fourth week, and weekly for 1–2 additional time points. We stained washed cells with streptavidin-phycoerythrin R-PE and analyzed the washed labeled cells on a FACSCalibur. The data set was analyzed by the NLREG algorithm, with approximation by Gauss-Newton and Levenberg-Marquardt methods [16]–[17]. The NLREG algorithm performs linear and non-linear regression analyses, surface and curve fitting. We used the NLREG algorithm to solve the equation, A(t) = A_0_ (1−t/T)e^−kt^ (T is the time of senescent death of mouse RBCs) [18]. The half lives are estimated when A(t) = A_0_/2 for each mouse. We then used the Wilcoxon two-sample rank-sum test (a nonparametric test) to evaluate the difference of the estimated half-lives of control and garlic-fed mice [19].

### RNA isolation, microarray and real-time PCR analyses

The RIN numbers of the samples were from 8 to 9.5 out of a scale of 10 (Bioanalyzer 2100). High-density microarray analyses of gene expression were carried out with week 15 RNA samples (n = 3 for each diet groups) [20] by the Affymetrix Gene Expression Service Lab of Academia Sinica. Microarray data were analyzed with the GeneSpring™ software (Agilent). One-way ANOVA analysis was used to determine statistically important differences in gene expression (*p*<0.05). Gene ontology analysis was performed to assign molecular functions. We used TaqMan® qPCR to validate selected candidate genes. cDNA was synthesized from the total RNA using a high-capacity cDNA Achieve kit (ABI). After removing contaminating genomic DNA with Turbo DNA-free™ kit (Ambion), qPCR was performed in duplicates on the three biological replicates (ABI 7900HT qPCR machine). All microarray data is MIAME compliant and that the raw data has been deposited in GEO (Accession number GSE10344).

### Preparation of total cell extracts and immunoblotting

We used the Complete Lysis Buffer (Active Motif) to prepare total cell extracts from frozen tissues (100 mg liver or 50 mg spleen). Proteins were determined by the BCA assay (Pierce) before immunoblotting (30 µg splenic proteins per lane on 0.75 mm thick SDS-PAGE, 29∶1, followed by transfer with a semi-dry procedure). After reactions with antibodies, color was developed with Fuji Image Systems LAS-3000 and signals quantitated by the MetaMorph Offline software. GAPDH (glyceraldehyde 3-phosphate dehydrogenase) served as the internal reference for each gel/membrane. Each comparison (garlic *vs* control) was based on the ratio of signals for a particular protein over GAPDH on the same filter. The fold of increase in garlic-fed samples was calculated as [(proteinX/GAPDH) in garlic-fed mouse spleen/(proteinX/GAPDH) in control mouse spleen].

## Results

Our investigation on garlic's mechanisms of action began with blood analysis of tissue functions and histopathology examination of tissue/organ sections. The RBC indices and clinical chemistry profiles in mice from the two diet-groups (RBC counts, HGB, MCH, MCHC, MCV, PLT, Glc, total bilirubin (TBIL), direct bilirubin (DBIL), TCHO, TG) and marker enzymes (CRP, GGT, GOT, GPT, LDH) for organ functions—were nearly identical (Data not shown). The reticulocyte counts by new methylene blue stain for the two groups of mice were also similar at week 4 of feeding [5.4±1.5% s.d. for garlic-fed mice (n = 8) *vs*. 5.8±1.3% s.d. for cellulose control (n = 7)]. But we observed a higher proportion of darkly-stained blood cells—by Giemsa and brilliant cresyl blue staining [12]—in the blood of garlic-fed mice than in controls over a 22-week time course. These darkly-stained cells did not stain for DNA; they are most likely immature RBCs with more residual RNAs (Fig. 1B, dark blue tint). Examining the RBC preparations by scanning electron microscopy revealed that samples from garlic-fed mice contained more rounded RBCs among the typical bi-concaved ones (Fig. 1E). Their normal size indicated that these round RBCs are not the spherocytes often associated with anemia [21]. The garlic-fed mice were not anemic, nor did analyses reveal any increase in plasma erythropoietin (See below) and splenic Hif1α protein (data not shown), which indicates hypoxia. Surprisingly, we detected increased bilirubin (Fig. 2 A, B) and iron (Fig. 2C, D) in spleen sections of garlic-fed mice relative to the controls. Both iron and bilirubin (*via* biliverdin) are produced by the enzymatic degradation of heme, which accumulates in the spleen macrophages when aged and damaged RBCs are degraded [22]. The Prussian blue staining (Fig. 2G, H) for iron showed a color difference as early as 5–10 days in the spleens of garlic-fed mice in a dose-dependent manner (0.04% to 4% of garlic, w/w).

**Figure 1:**
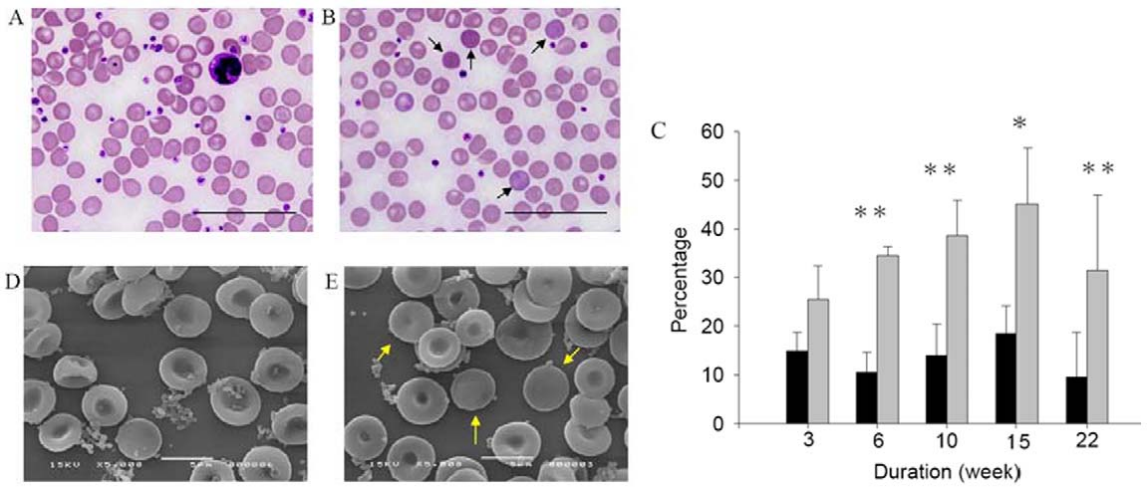
Morphology of RBCs from cellulose- (A, D) and garlic-supplemented (B, E) diet groups. RBCs were stained with Giemsa (week 6) to show darkly-stained cells (arrows in Panel B). (A) Most RBCs of control samples stained intensely around the edges rather than in the middle, reflecting their bi-concave shape. Among the uniform-sized RBCs are many small platelets and a neutrophil with a multi-lobed nucleus. (B) Darkly-stained RBCs in garlic-fed samples are non-nucleated, round or ovoid-shaped cells (arrows in Panel B) with almost the same size as the RBCs in control samples. They have more intense colors with a dark blue tint. (C) The % difference of darkly-stained cells at each time point (mean±s.e.m., n = 3–4, Brilliant Cresyl blue staining) between the two diet groups (control:black bars; garlic:gray bars) is significant (student's *t* test: *, *p*<0.05; **, *p*<0.01) throughout the time course. (D and E) SEM of RBCs (5000×) from control (D) and garlic-fed (E) mice (week 17). RBCs of garlic-fed samples contain more round-shaped cells (arrows in E) and those with a smaller dent at center. Scale bars: 100 µm (Panels A and B) or 5 µm (Panels D and E).

**Figure 2:**
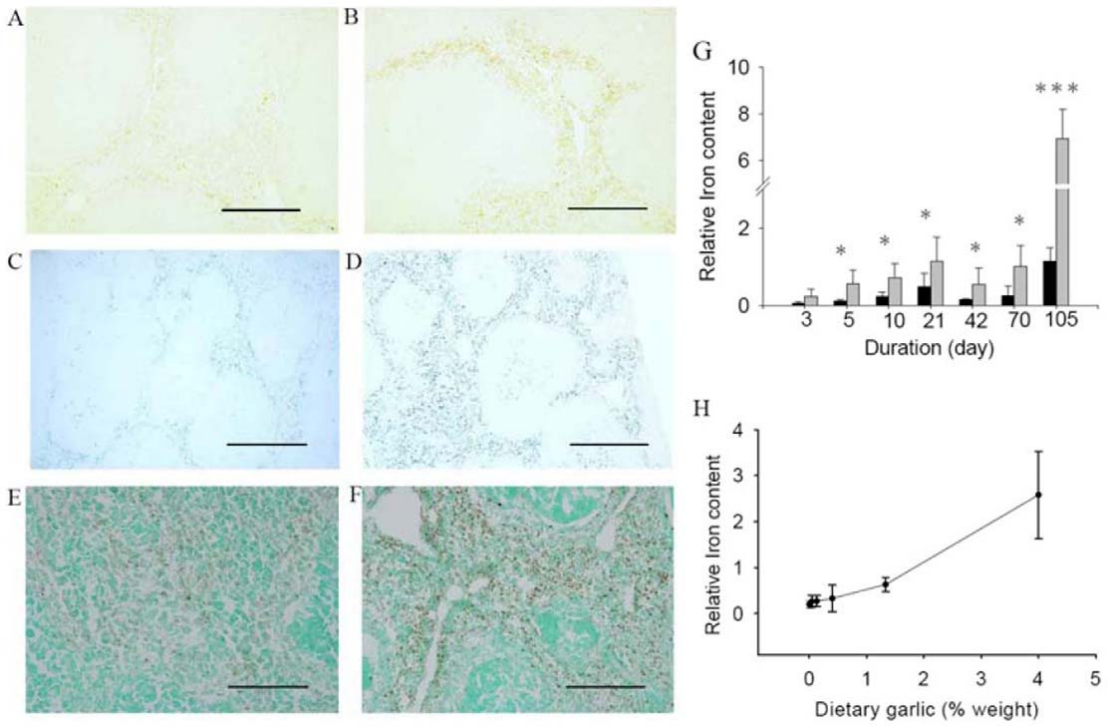
Histochemical phenotypes of spleens of C57BL/6J (n = 6) mice on cellulose-(A, C, E) and garlic-supplemented (B, D, F) diets (week 15). Spleen sections were shown with no staining (A, B) to reveal bilirubin, with Prussian blue stain for Fe^2+^(C, D), and with Gomori stain for macrophages *via* acid phosphatase and counter-stained for nuclei with methyl green (E, F). (G) Time course (n = 4) of Fe^2+^ accumulation in the spleens due to dietary garlic (4%). (H) Dose-response (n = 6) of dietary garlic in spleen sections. Scale bars represent 200 µm (A–F). (Statistics: *, *p*<0.05; ***, *p*<0.005, student's *t* test). Black bars: control; gray bars: garlic diet.

We suspected an accelerated RBC turnover in garlic-fed mice. This notion was affirmed by histochemical staining of spleen sections for acid phosphatase, a marker for macrophages [14]. The dark brown stains of the garlic-fed spleen sections were more pronounced than those of controls, indicating increased macrophages in the red pulp regions (Fig. 2E, F). This result supports our proposition on the increased RBC turnover in the spleens of garlic-fed mice.

To further substantiate this hypothesis, we compared the half-lives of RBCs between mice of the two diet groups. Analysis (week 12) of biotin-labeled RBCs in garlic-fed mice revealed that these cells have shorter half-lives relative to the cellulose-supplemented controls. The average half-life of RBC for the control mice is 17.9±3.3 days, compared to 13.2±1.9 days for the garlic-fed mice. We used the Wilcoxon two-sample rank-sum test (a nonparametric test) to evaluate the difference between the estimated half-lives of control and garlic-fed mice (n = 9 for each group) [16]–[19]. Given the null hypothesis that the RBC half-lives of control mice and the garlic-fed mice are equal, the two-tailed exact *p*-value equals 0.0054. [If we omit one outlier from each group due to incomplete injection of *N*-hydroxysuccinimide-biotin, the difference becomes 18.3±0.9 *vs*. 11.3±0.3 days with a two-tailed exact *p*-value of 6.2×10^−4^ (n = 8)]. Thus, the significance of the observed difference between the two half-lives is supported as the alternative hypothesis. Therefore, the increased turnover of RBCs in garlic-fed mice (over control) is due to shortened half-lives. In chemical terms, RBC turnover would release substantial amounts of heme (∼6×10^8^ heme molecules per RBC).

Heme released from RBC turnover should induce HO-1 heme oxygenase, which would then produce more Fe^2+^, biliverdin, and CO [23]–[24]. For this reason, we determined the HO-1 mRNA, HO-1 protein, and the constitutive HO-2 protein levels in the spleens of control and garlic-fed mice [25]. The maximal induction of HO-1 mRNA (2.3-fold, *p*<0.05) occurred around week 6 whereas the HO-1 protein level was elevated in garlic-fed spleens throughout the time course (∼2.5-fold at week 15, Fig. 3). In contrast, the constitutive HO-2 protein remained relatively constant (95±5% of control, n = 2). Thus, we conclude that increased degradation of heme occurred in garlic-fed mouse spleens, producing elevated levels of iron, bilirubin (Fig. 2 A–F), and presumably, a stoichiometric amount of CO [24]–[26].

**Figure 3:**
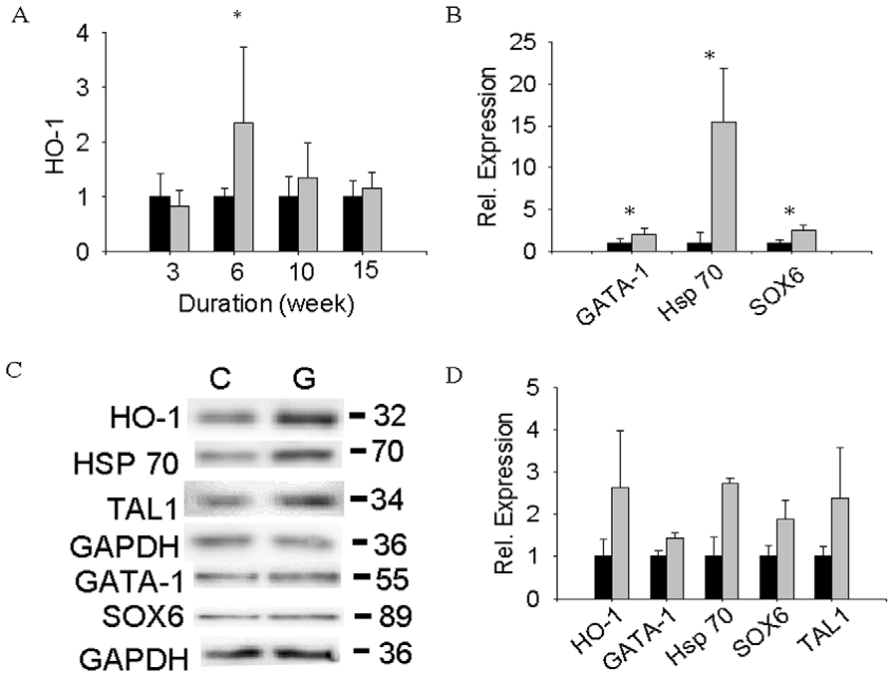
Splenic expression levels of HO-1, Hsp70, Gata-1, Sox6, and Tal1. (A) QPCR of HO-1 (mean±sd., n = 3). (B) qPCR of Gata-1, Hsp70, and Sox6 (mean±sd., n = 3). (C) Immunoblotting patterns of HO-1, Hsp70, Gata-1, Sox6 and Tal1 proteins in control (C) and garlic (G) spleen samples (week 15) with glyceraldehydes 3-phosphate dehydrogenase (GAPDH) as the reference protein. The numbers are in kilodaltons. (D) Quantification of results in C (mean±s.e.m., n = 3). Expression is calculated relative to the control samples of each time point (A) or of week 15 (B, D). The fold increase in garlic-fed samples was calculated as [ratio of (protein X/GAPDH) in garlic-fed mouse spleen]/[ratio of (protein X/GAPDH) in control mouse spleen]. (Statistics: *, *p*<0.05 by student's *t* test). Black bars, control diet; gray bars, garlic diet.

How do garlic-fed mice avoid anemia with a shortened RBC half-life? 

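Spleen RNA of 3 control mice, fed the cellulose-supplemented diet, and of 3 garlic-fed mice was hybridized to Affymetrix mouse genome arrays, with 1 array for each mouse. Both supplements made up 4% of the diet, and all spleens were taken at week 15. On such an array each mRNA is read by a probe set, a group of short oligonucleotides complementary to it, and the brightness of the bound labeled RNA is its signal. The deposited values were MAS5 signals on a linear scale, as named by the authors. The trimmed mean of every array, with 2% of the probe sets left out at each end, was 500, a scaling read here from the values, as the sources used do not state it. The median signal of all probe sets was 132.2, 127.9 and 131.9 in the control mice and 128.8, 119.7 and 123 in the garlic-fed mice. As a measure of RNA integrity, the signal at the tail end of the Gapdh mRNA was 0.801 to 0.881 times that at its front end in control mice and 0.769 to 0.999 times in garlic-fed mice. An array's median correlation with the others of its group was 0.976 to 0.978 in control mice and 0.966 to 0.970 in garlic-fed mice. The number of arrays limits the precision of all values.

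After 64 control probe sets of the array were left out, 45037 remained. Of these, 34945 carried the name of 1 gene in the annotation used, 932 carried several names and 9160 carried none. Signals under 23.5, the 20th percentile of all signals, were set to that floor before log2 was taken. The 27022 probe sets with a mean log2 signal above the 40th percentile of 6.08 were tested for a difference between garlic-fed and control mice with limma, with a trend of variance on signal and Benjamini-Hochberg adjustment. A gene with several probe sets was represented by the one with the highest mean log2 signal, and 12262 genes were tested in this way. Gene lists fixed before the data were examined were tested with limma's camera at a preset inter-gene correlation of 0.01, and again with a correlation estimated from the data. Numbers of higher or lower list members are given at an adjusted p under 0.05 over all probe sets tested, and also adjusted over the list alone. The study's criterion stands for garlic/control above 1.8 and an unadjusted p under 0.05, taken here from limma. The paper states it for higher mRNAs, and for lower ones it was mirrored here as control/garlic above 1.8.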

We sought clues from the gene expression profiles in the spleens of the control and garlic-fed mice at week 15 (n = 3) (GEO accession number GSE10344). The patterns are consistent with the scheme of an increase in both RBC degradation and erythropoiesis in the spleens of garlic-fed mice. 

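Several of the mRNAs with the largest rise past the adjusted threshold in the garlic-fed spleens belong to red blood cells and their precursors. Among the 10 genes with the largest rise past that threshold were Kel, Ank1 and Icam4, which encode proteins of the RBC membrane, Uros and Cpox, which encode enzymes of heme synthesis, and Nfe2 and Sox6, which encode transcription factors of erythroid cells. The log2 fold changes of these 10 genes lay between 1.31 and 1.58. The largest of these 10 was that of Tac2, the gene of the neurokinin B precursor, with a signal of 91.5 ± 18.0 (SD, n = 3) in control mice and 272 ± 36.3 (SD, n = 3) in garlic-fed mice (standard error of the log2 fold change 0.22, adjusted p = 0.0281 from limma). Sh3tc2 rose by 1.38 on the log2 scale (standard error 0.21, adjusted p = 0.0375) and Tspan8, which encodes a tetraspanin of the cell surface, by 1.34 (standard error 0.20, adjusted p = 0.0375). Cirbp, which encodes cold-inducible RNA-binding protein, was the only gene lower past the adjusted threshold, with a log2 fold change of -1.45 (standard error 0.22, adjusted p = 0.0360). Some genes that did not pass, such as Hspa1b, had larger differences. Pancreatic genes, whose groups overlap, were lower by more. Apart from Cirbp, the genes lowest among those whose groups do not overlap, Pkn3, Ankrd23, Csn2, Zc3h6, Tmem53, Atp6v0d2, Rgs16, Isl2 and 4930481A15Rik, met only the study's unadjusted criterion. Their log2 fold changes lay between -1.79 and -1.15 and their adjusted p between 0.0558 and 0.302. Some garlic-fed signals of Pkn3, Ankrd23, Csn2 and Tmem53 lay under the floor, so that the size of their difference is not known.

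In all, 42 genes were higher and 1 was lower in garlic-fed mice at an adjusted p under 0.05 from limma. Among these 43 genes were 10 that the study names or measured by qPCR. By probe set, 61 were higher and 3 lower past the adjusted threshold, 249 were higher and 161 lower by the study's criterion, and 1507 were higher and 1471 lower at an unadjusted p under 0.05. The share of higher probe sets among those meeting the study's criterion was 60.7%, and with each array centred on its median it was 74.3% (349 higher and 121 lower). This excess of higher probe sets was not kept without the filter on dim probe sets (340 higher and 336 lower), without garlic-fed mouse 3 (203 and 236) or with pancreatic signal as a covariate, an alternative chosen after seeing the data (279 and 438). Pancreatic genes had a mean log2 signal of 13.2, 10.1 and 12.0 in control mice and 5.57, 11.1 and 6.07 in garlic-fed mice. The covariate thus overlaps with the diet. Fits with it, here and below, cannot tell the part of the diet from that of pancreatic signal. No probe set passed the adjusted threshold without control mouse 1, without control mouse 2, without the trend of variance on signal or with the methods' test of the groups, and 4 were higher and 7 lower without the filter on dim probe sets. None of the 43 genes passed without that filter.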

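On the side of RBC degradation, the mRNAs of heme and iron handling showed small differences. The signal of Hmox1, the gene of HO-1, was 7403 ± 336 (SD, n = 3) in control mice and 9242 ± 1050 (SD, n = 3) in garlic-fed mice, a log2 fold change of 0.32 (standard error 0.09, adjusted p = 0.221 from limma), and every garlic-fed mouse lay above every control mouse. Fth1, which encodes the ferritin heavy chain, had a log2 fold change of 0.07 (standard error 0.06, adjusted p = 0.713), and Slc40a1, which encodes the iron exporter ferroportin, one of 0.15 (standard error 0.09, adjusted p = 0.611). Of 15 genes of heme degradation, iron export and iron storage, none passed the test in either direction, over all probe sets or adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. Their median log2 fold change was 0.06 (adjusted p = 0.0481 from camera, and adjusted p = 0.316 with an estimated correlation), and this call was lost without control mouse 1 (adjusted p = 0.147), garlic-fed mouse 1 (0.105) or garlic-fed mouse 3 (0.119). It was also lost with quantile normalization (0.101), no filter (0.104), no trend of variance (0.0907) or the mean of a gene's probe sets (0.0561, with a median of 0.023). This median was 0.14 without control mouse 2, 0.10 without garlic-fed mouse 2, and 0.14 with each array centred on its median (adjusted p = 0.0310). Of 21 genes typical of red pulp macrophages, none passed the test, 8 were higher at an unadjusted p under 0.05, and 20 had a positive log2 fold change. The median of this list was 0.15 (adjusted p = 6.25e-06 from camera, and adjusted p = 0.304 with an estimated correlation), and Csf1r, the receptor that macrophages need to survive, had a log2 fold change of 0.07 (standard error 0.08, adjusted p = 0.839). Lyz2, which encodes lysozyme and is the brightest of these genes, had one of -0.01 (standard error 0.06, adjusted p = 0.979). The median of the red pulp macrophage list was 0.23 without garlic-fed mouse 2 and also with each array centred on its median. With pancreatic signal as a covariate, chosen after seeing the data, it was -0.0033 (adjusted p = 0.942). Because this covariate overlaps with the diet, the value cannot tell whether the difference of the macrophage list goes with the diet.

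Markers of neighboring tissues differed between the arrays as well. Genes typical of the pancreas gave 0.452%, 0.0594% and 0.210% of the total signal in the control mice. In the garlic-fed mice they gave 0.00649%, 0.114% and 0.00767%. Prss2, which encodes a trypsinogen, had a log2 fold change of -3.72 (standard error 1.11, adjusted p = 0.231), and Cela1, which encodes an elastase, one of -1.79 (standard error 0.57, adjusted p = 0.269). The median of the 14 pancreatic genes tested, with signals under the floor set to it, was -4.32. Without single arrays it lay between -6.11 (garlic-fed mouse 2) and -3.26 (garlic-fed mouse 1). None passed over all probe sets, all 14 were lower when adjusted over the list alone, and the exact permutation test of their mean gave p = 0.2 (two-sided). The camera test gave an adjusted p of 7.16e-11, and adjusted p = 0.304 with an estimated correlation. The 8 genes typical of fat tissue had a median log2 fold change of 0.81 (adjusted p = 0.00102 from camera, and adjusted p = 0.337 with an estimated correlation), and none passed the test, over all probe sets or adjusted over the list alone, with 3 higher at an unadjusted p under 0.05. Scd1, which encodes a desaturase of fatty acids, had a log2 fold change of 0.31 (standard error 0.19, adjusted p = 0.601), and Car3, which encodes a carbonic anhydrase, one of 0.67 (standard error 0.44, adjusted p = 0.639). Relative to the control mean, the median of the fat tissue genes was 1.52 and 1.54 in garlic-fed mice 1 and 2 and -0.22 in garlic-fed mouse 3. The log2 fold change of this list had a median of 0.52 without garlic-fed mouse 1, 0.42 without mouse 2 and 1.48 without mouse 3. With the array of the most pancreatic signal in each group left out, chosen after seeing the data, it was 0.31 (adjusted p = 0.123). With pancreatic signal as a covariate, also chosen after seeing the data, the fat tissue median was 1.23 (adjusted p = 6.62e-05). No probe set passed the adjusted threshold with this covariate, and the median of the macrophage list was -0.0033. As the covariate overlaps with the diet, no conclusion is drawn from these losses.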

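Mpo and Prtn3, genes of the primary granules of neutrophil precursors, had higher signals in the garlic-fed spleens, but neither passed the adjusted threshold. Mpo, the gene of myeloperoxidase, had a signal of 354 ± 111 (SD, n = 3) in control mice and 662 ± 97.7 (SD, n = 3) in garlic-fed mice, a 1.92-fold difference (log2 fold change 0.94, standard error 0.22, adjusted p = 0.132 from limma). Prtn3, which encodes proteinase 3, a protease of these granules, was 238 ± 80.0 (SD, n = 3) and 481 ± 35.9 (SD, n = 3), a 2.11-fold difference (log2 fold change 1.07, standard error 0.24, adjusted p = 0.117). Prss32, which encodes a serine protease, was dim on all arrays, with signals of 18.6, 17.1 and 43.9 in control mice and 75.7, 83 and 69.9 in garlic-fed mice. It lay under the filter on dim probe sets and in 2 control mice under the floor, so no fold is given, and without this filter its adjusted p was 0.342. The garlic-fed mice lay above the control mice in all of these genes, and Mpo and Prtn3 met the study's criterion. The study chose these genes on the same samples, so that their direction is not independent evidence.

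Of 9 genes of granulocyte precursors, which include Mpo and Prtn3, none passed the test over all probe sets. Adjusted over the list alone, Mpo, Prtn3 and Elane were higher and Serpinb1a was lower. Elane, which encodes neutrophil elastase and is named here after its value was seen, had a log2 fold change of 0.92 (standard error 0.21, adjusted p = 0.125), and Serpinb1a, which encodes an inhibitor of neutrophil proteases, one of -0.38 (standard error 0.09, adjusted p = 0.149). Mgst1, which encodes a microsomal glutathione S-transferase, had a log2 fold change of 0.23 (standard error 0.10, adjusted p = 0.456). The median of this list was 0.40 (adjusted p = 0.00389 from camera, and adjusted p = 0.159 with an estimated correlation). Without garlic-fed mouse 2 it was 0.62, and with a stricter filter on dim probe sets 0.61. Among 14 genes of mature neutrophils the median was 0.19 (adjusted p = 0.0136 from camera, and adjusted p = 0.304 with an estimated correlation), with S100a8 at 0.20 (standard error 0.13, adjusted p = 0.637) and S100a9 at 0.17 (standard error 0.13, adjusted p = 0.694). None of these 14 passed over all probe sets, and Ngp and Camp were higher when adjusted over the list alone, 2 genes named after their values were seen. The camera call of the neutrophil list was lost without control mouse 3 (median 0.069, adjusted p = 0.107) or garlic-fed mouse 3 (0.073, adjusted p = 0.0878). With pancreatic signal as a covariate, chosen after seeing the data, the medians were 0.19 for granulocyte precursors (adjusted p = 0.104) and 0.047 for neutrophils (adjusted p = 0.334). This fit cannot tell the diet from pancreatic signal.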

Among the up-regulated genes (garlic/control >1.8×, *p*<0.05) are myeloperoxidase (*Mpo*) and proteases (*Prss32, Prtn3*), which may participate in the turnover of RBC and hemoglobin to release heme. The released heme was then degraded by HO-1 to produce iron, bilirubin (*via* biliverdin), and CO (Figure 2). CO could then up-regulate Hsp70 through the MAPK pathway (p38β) and heat shock factor-1 (HSF-1) as demonstrated in murine lung endothelial cells and fibroblasts [27]. Hsp70 (15-fold increase of mRNA at week 15; *p*<0.05), which is stabilized by Hsp110 (5.5-fold elevation of mRNA at week 15, *p*<0.05; Table 1), can protect Gata-1, a key transcription factor in erythropoiesis, from proteolysis by caspase 3 [28]–[30]. Indeed, our results showed in garlic-fed mice an increase of Gata-1 mRNA peaking at week 6 (5-fold, *p*<0.05) and remaining high at week 15 (1.9-fold, *p*<0.05) (Table 1 and Fig. 3B). Additional evidence for transcriptional activation of erythropoiesis can be found in the increased levels of Tal1, which can form a complex with Gata-1 [29], and transcription factors Klf1 [31]–[32] and Sox6 [33], which were also elevated (Figure 3D).

**Table 1:** QPCR analyses of selected genes in mouse spleens (n = 3).

	Week 3		Week 6		Week 10		Week 15	
Gene Name	Cellulose	Garlic	Cellulose	Garlic	Cellulose	Garlic	Cellulose	Garlic
Hsp70	1.00±0.39	0.75±0.19	0.75±0.26	0.76±0.29	**0.36±0.09**	**0.61±0.23**	**0.24±0.07**	**3.69±3.20**
Hsp110	1.00±0.43	1.09±0.22	**1.12±0.69**	**2.56±1.00**	**0.69±0.28**	**1.73±0.78**	**0.54±0.13**	**2.96±1.90**
Klf1	1.00±0.69	0.91±1.15	**0.85±0.35**	**4.12±2.99**	**1.71±1.53**	**5.08±3.40**	**3.12±0.84**	**7.10±1.48**
Gata1	1.00±0.55	0.73±0.69	**0.61±0.18**	**3.02±2.27**	1.32±0.86	3.15±2.47	**2.29±1.09**	**4.43±1.80**
Sox6	1.00±1.01	2.07±1.37	**1.26±0.64**	**5.14±3.25**	**2.13±2.21**	**10.15±6.50**	**3.59±1.38**	**8.87±2.36**
Kel	1.00±1.17	2.18±1.48	**1.41±0.76**	**6.18±3.71**	2.72±2.71	10.12±8.72	**4.10±1.20**	**8.86±1.22**
Tfrc	1.00±0.40	1.09±0.35	**0.82±0.18**	**1.50±0.59**	**1.06±0.48**	**2.95±2.17**	**1.66±0.70**	**2.52±0.40**
Hmbs	1.00±0.65	1.78±1.24	**1.23±0.30**	**3.45±2.01**	**2.09±1.56**	**5.05±2.73**	**3.09±0.69**	**6.39±1.10**
Cpox	1.00±0.46	1.65±0.70	**1.07±0.28**	**3.05±1.57**	**1.39±0.64**	**3.23±1.94**	**2.27±0.88**	**4.08±0.53**
Alas	**1.00±0.22**	**0.68±0.19**	0.62±0.13	0.94±0.50	0.90±0.22	1.15±0.55	0.51±0.07	0.50±0.14
Uros	1.00±0.25	0.83±0.15	0.84±0.24	1.49±0.86	0.91±0.39	1.32±0.63	0.63±0.11	0.67±0.09
Hmox1	1.00±0.43	0.84±0.29	**0.66±0.11**	**1.55±0.92**	1.33±0.50	1.79±0.83	0.63±0.19	0.74±0.18
Check1	**1.00±0.17**	**1.54±0.26**	**1.04±0.20**	**1.57±0.42**	1.18±0.31	2.07±1.65	1.76±1.13	1.91±0.66
Ptdss2	**1.00±0.23**	**1.50±0.31**	**0.91±0.08**	**2.15±1.20**	1.69±0.48	2.90±1.57	**1.54±0.38**	**2.59±0.60**
Hey2	**1.00±0.22**	**0.67±0.19**	0.72±0.11	0.78±0.38	0.94±0.38	0.88±0.29	**0.45±0.11**	**0.29±0.05**

All data were normalized aganist Week 3 data (1.00) from control mice --- Numbers are mean±sd. **Bold numbers**: *P*<0.05 (student's t-test).

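Some genes of the RBC membrane and of heme synthesis rose past the adjusted threshold in the garlic-fed spleens, and so did cyclins E1 and A2. Kel, which encodes the Kell blood group protein, had a signal of 1115 ± 193 (SD, n = 3) in control mice and 2981 ± 806 (SD, n = 3) in garlic-fed mice, a log2 fold change of 1.40 (standard error 0.19, adjusted p = 0.0243 from limma). Ank1, which encodes erythroid ankyrin, rose by 1.37 (standard error 0.15, adjusted p = 0.0137), and Cpox, which encodes coproporphyrinogen oxidase of heme synthesis, by 1.33 (standard error 0.18, adjusted p = 0.0240). Aqp1, the gene of the water channel aquaporin 1, and Dmtn, the gene of dematin, rose by 1.06 (adjusted p = 0.0369) and 1.03 (adjusted p = 0.0360). Of the genes with a role in cell division, Ccne1, which encodes cyclin E1 of the entry into S phase, rose by 1.01 (standard error 0.14, adjusted p = 0.0281), and Ccna2, which encodes cyclin A2, by 0.77 (standard error 0.10, adjusted p = 0.0227), a 1.71-fold difference.

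The list of RBC membrane, heme and phospholipid genes that the study names for these arrays held 10 genes that could be tested. Of these, 5 were higher past the adjusted threshold, none was lower and 5 did not pass, and all 10 were higher when adjusted over the list alone. Their median log2 fold change was 1.15 (adjusted p = 6.48e-19 from camera, and adjusted p = 0.159 with an estimated correlation). The genes that did not pass over all probe sets were Rhd (log2 fold change 1.34, adjusted p = 0.0605) and Rhag (0.99, adjusted p = 0.0981) of the Rhesus blood group, the claudin gene Cldn13 (1.24, adjusted p = 0.0705), the β-spectrin gene Sptb (0.82, adjusted p = 0.0976) and Ptdss2, which encodes phosphatidylserine synthase 2 (0.76, adjusted p = 0.0958). Of the 6 named cell cycle genes, 2 were higher, none was lower and 4 did not pass, and all 6 were higher when adjusted over the list alone. Ccne2 had a log2 fold change of 0.97 (adjusted p = 0.0886), Cep76 one of 0.95 (adjusted p = 0.0976), Ccnf one of 0.83 (adjusted p = 0.0685) and Aurka, which encodes a mitotic kinase, one of 0.80 (adjusted p = 0.158). Their median was 0.89 (adjusted p = 3.19e-11 from camera, and adjusted p = 0.159 with an estimated correlation). Both lists were chosen by the study on these samples and are not independent evidence of a direction. Other probe sets of some of these genes gave other values, from -0.19 to 1.37 for Ank1, 0.05 to 1.03 for Dmtn, -0.15 to 0.82 for Sptb and 0.60 to 1.40 for Ptdss2. None of the adjusted calls held without control mouse 1, without control mouse 2, without the filter on dim probe sets or without the trend of variance.

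**Figure D1:**
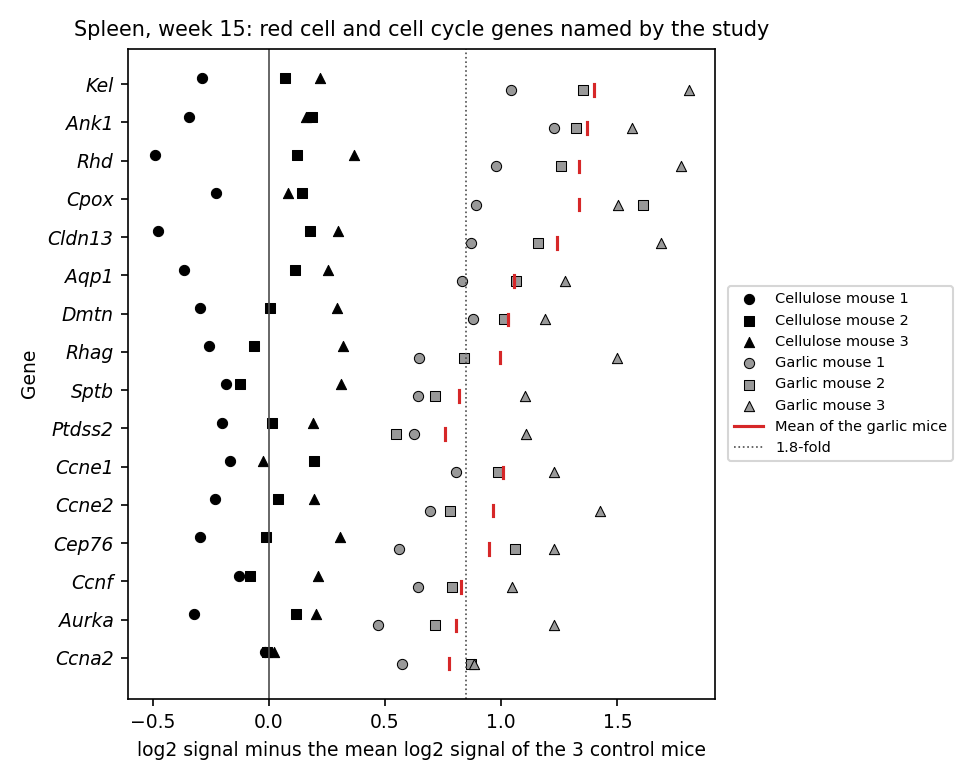
Log2 signal of the red cell and cell cycle genes named by the study in each mouse, relative to the mean log2 signal of the 3 control mice; black symbols are control mice, gray symbols garlic-fed mice, red bars the means of the garlic-fed mice, and the dotted line marks 1.8-fold. All garlic-fed mice lie above all control mice in each of these genes, with means between 0.76 for Ptdss2 and 1.40 for Kel.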

Evidence of increased splenic erythropoiesis in garlic-fed mice is further supported by the increase of mRNAs (>1.8-fold, *p*<0.05; microarrays) for cell cycle and related genes (cyclins A2, E1, E2, F…, aurora kinase A, centrosomal protein 76), and of mRNAs activated by Klf1 [32]–[33], such as those for heme biosynthesis (*Cpox and Hmbs*), structural components of RBC membrane (*e.g*. amino acid transporters, aquaporin 1, band 4.9, band 4.1, claudin 13, erythroid ankyrin 1, α_1_- and β_1_-spectrins, Kell blood group, Rhesus blood group, *etc*.), and those for the biosynthesis of glycerophospholipid (*e.g*. *Ptdss2*) (Table 1 and GSE10344). In contrast, Hey2 mRNA was down-regulated by ∼1.5-fold (*p*<0.05; Table 1). Hey2 mRNA is induced by hypoxia [34] so this down-regulation of Hey2 mRNA is again consistent with the absence of anemia in garlic-fed mice. Hey1, a paralog of Hey2, is known to interact with Gata-1 to inhibit erythropoiesis [35]. Overall, the increased expression of these genes in garlic-fed mice is consistent with the idea of stimulation of splenic erythropoiesis by garlic.

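Some erythroid genes that the study does not name for these arrays also rose in the garlic-fed spleens, and the medians of B cell and T cell genes were slightly negative. Of 32 genes of erythroblasts and reticulocytes, 6 were higher past the adjusted threshold, none was lower and 26 did not pass, and 25 were higher when adjusted over the list alone. Nfe2, which encodes an erythroid transcription factor, had a signal of 1308 ± 414 (SD, n = 3) in control mice and 3278 ± 461 (SD, n = 3) in garlic-fed mice, a log2 fold change of 1.37 (standard error 0.21, adjusted p = 0.0375 from limma). Icam4, which encodes an adhesion protein of erythroid cells, rose by 1.31 (standard error 0.21, adjusted p = 0.0466), Ermap, which encodes an erythroblast membrane protein, by 1.27 (standard error 0.15, adjusted p = 0.0139), and Gfi1b, which encodes a transcriptional repressor needed for RBC formation, by 1.02 (standard error 0.16, adjusted p = 0.0427). Alas2, which encodes the erythroid enzyme that opens heme synthesis and was already at a signal of 11693 ± 1619 (SD, n = 3) in control mice, had a log2 fold change of 0.20 (standard error 0.15, adjusted p = 0.683).

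The median log2 fold change of the 32 genes was 0.76 (adjusted p = 3.91e-25 from camera, adjusted p = 0.170 with an estimated correlation, and adjusted p = 0.0734 from limma's fry). Relative to the control mean, their median was 0.49, 0.67 and 1.10 in the 3 garlic-fed mice, and the exact permutation test of their mean gave p = 0.1, the smallest that 3 mice against 3 allow (two-sided). Within this list, 2 genes, Rhd and Alas2, also stand in the lists taken from the paper. The paper's Alas assay names no isoform, so both Alas1 and Alas2 were placed there. Of 8 enzymes of heme synthesis, 4 of which stand in those lists, 4 were higher past the adjusted threshold and none was lower. These were Cpox, Uros with a log2 fold change of 1.34 (standard error 0.14, adjusted p = 0.0123), Ppox with 0.90 (standard error 0.13, adjusted p = 0.0360) and Alad with 0.79 (standard error 0.13, adjusted p = 0.0498). Adjusted over the list alone, 5 were higher, the fifth being Urod, named after its value was seen, and the median was 0.77 (adjusted p = 8.67e-10 from camera, and adjusted p = 0.159 with an estimated correlation). Of 33 further genes of DNA replication and mitosis, 1 was higher, none was lower and 32 did not pass, and 20 were higher when adjusted over the list alone. The gene that passed was Mki67, a marker of dividing cells, with a log2 fold change of 0.66 (standard error 0.09, adjusted p = 0.0281), and the median was 0.44 (adjusted p = 6.48e-19 from camera, and adjusted p = 0.257 with an estimated correlation). It was 0.27 without garlic-fed mouse 3.

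Among 15 genes of B cells the median was -0.16 (adjusted p = 0.000196 from camera, and adjusted p = 0.356 with an estimated correlation), and none passed the test over all probe sets. Without garlic-fed mouse 1 the B cell median was -0.30, and with each array centred on its median it was -0.084 (adjusted p = 0.000653). Adjusted over the list alone, Cd72, Fcrla and Bank1 were lower, 3 genes named after their values were seen. Cd79b, a part of the B cell receptor, had a log2 fold change of -0.23 (standard error 0.09, adjusted p = 0.360) and Ms4a1, which encodes CD20, one of -0.04 (standard error 0.08, adjusted p = 0.908). Among 13 genes of T cells the median was -0.19 (adjusted p = 0.0200 from camera, and adjusted p = 0.304 with an estimated correlation), and none passed the test, over all probe sets or adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. The T cell call was lost without control mouse 3 (adjusted p = 0.104), garlic-fed mouse 1 (0.105) or garlic-fed mouse 3 (0.0655). With pancreatic signal as a covariate, chosen after seeing the data, it was lost as well (0.676), in a fit that cannot tell the diet from pancreatic signal. The T cell median was -0.11 with each array centred on its median (adjusted p = 0.0431) and -0.10 with the mean of a gene's probe sets (adjusted p = 0.0370). Cd3d, a part of the T cell receptor complex, had a log2 fold change of -0.10 (standard error 0.10, adjusted p = 0.794), and Il7r, the interleukin 7 receptor, one of 0.31 (standard error 0.09, adjusted p = 0.226). No adjusted call of a single gene held without control mouse 1, without control mouse 2, without the filter or without the trend of variance. The paper reads the increased mRNAs of cell cycle, heme synthesis, RBC membrane and phospholipid genes as fitting the idea that garlic stimulates splenic erythropoiesis, and the lower Hey2 mRNA as fitting the absence of anemia.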

We also tested garlic's effect on the levels of Gata-1, Klf1, Sox6, Hsp110, Tfrc (transferrin receptor), and HO-1 mRNA expression to address possible changes of homeostatic erythropoiesis in the bone marrow. Whereas HO-1 showed no significant difference throughout, Gata-1, Klf1, Sox6, Tfrc, and Hey2 were ∼2- to 4-fold lower; Hsp110 continued to drop, to negligible levels at week 15 (n = 3, Table 2). Thus, dietary garlic enhanced erythropoiesis in the spleen but not in the bone marrow (Fig. 3, Tables 1 and 2).

**Table 2:** QPCR analyses of selected genes in mouse bone marrow (n = 3).

	Week 3		Week 6		Week 10		Week 15	
Gene Name	Cellulose	Garlic	Cellulose	Garlic	Cellulose	Garlic	Cellulose	Garlic
Gata1	1.00±0.85	0.86±0.71	**0.82±0.54**	**1.27±0.11**	0.66±0.18	0.80±0.28	**1.52±0.74**	**0.61±0.36**
Sox6	1.00±0.74	1.40±1.29	**0.96±0.45**	**1.76±0.34**	0.71±0.19	0.78±0.19	**1.65±0.53**	**0.83±0.29**
Tfrc	1.00±0.98	0.93±0.94	**0.58±0.33**	**0.95±0.20**	0.60±0.18	0.69±0.27	**2.40±1.22**	**1.25±1.07**
Hsp110	1.00±1.13	1.17±0.87	**0.32±0.15**	**0.18±0.01**	0.04±0.01	0.04±0.02	0.11±0.05	0.07±0.06
Klf1	1.00±0.85	0.76±0.65	**0.80±0.42**	**1.45±0.39**	0.68±0.17	0.66±0.17	**1.40±0.73**	**0.71±0.39**
Hmox1	1.00±0.01	0.71±0.66	0.89±0.76	1.45±0.69	0.33±0.09	0.36±0.09	1.05±0.54	0.76±0.70
Cpox1	1.00±0.96	0.99±0.97	**0.80±0.56**	**1.35±0.28**	0.68±0.23	1.09±0.60	2.25±1.24	1.52±1.65
Hey2	1.00±0.69	0.78±0.92	1.05±0.57	0.78±0.40	0.23±0.15	0.24±0.08	**0.88±0.94**	**0.21±0.09**

All data were normalized aganist Week 3 data (1.00) from control mice --- Numbers are mean±sd**. Bold numbers**: *P*<0.05 (student's t-test).

Since we cannot measure changes in CO concentration easily in garlic-fed mice, we instead inferred its production from the detection of increased Fe^2+^ and bilirubin [24]–[26]. To ensure that CO can indeed produce a systemic effect, we tested the effect of low dose CO (∼250 ppm in synthetic air: 21% O_2_ and 79% N_2_) on the RBC indices of mice. When mice breathed CO three times a week for 2 hours each session over 38 weeks, they manifested increased RBC counts (*p*<0.005, cellulose-supplemented diet), hemoglobin contents (*p*<0.0001), and hematocrit (*p*<0.0001). The average RBC volume (MCV = HCT/RBC count) was slightly increased (*p*<0.05) and the mean corpuscular hemoglobin concentration (MCHC = HGB/HCT) remained unchanged (Figure 4A, cellulose-supplemented diet). Garlic showed significant effect on MCV (*p*<0.005, garlic *vs* cellulose, no CO treatment) but suppressed CO's stimulatory effect, presumably through the increased RBC turnover (RBC count, *p*<0.001; HGB, *p*<0.001; HCT, *p*<0.01; CO treated mice, cellulose *vs* garlic diet).

**Figure 4:**
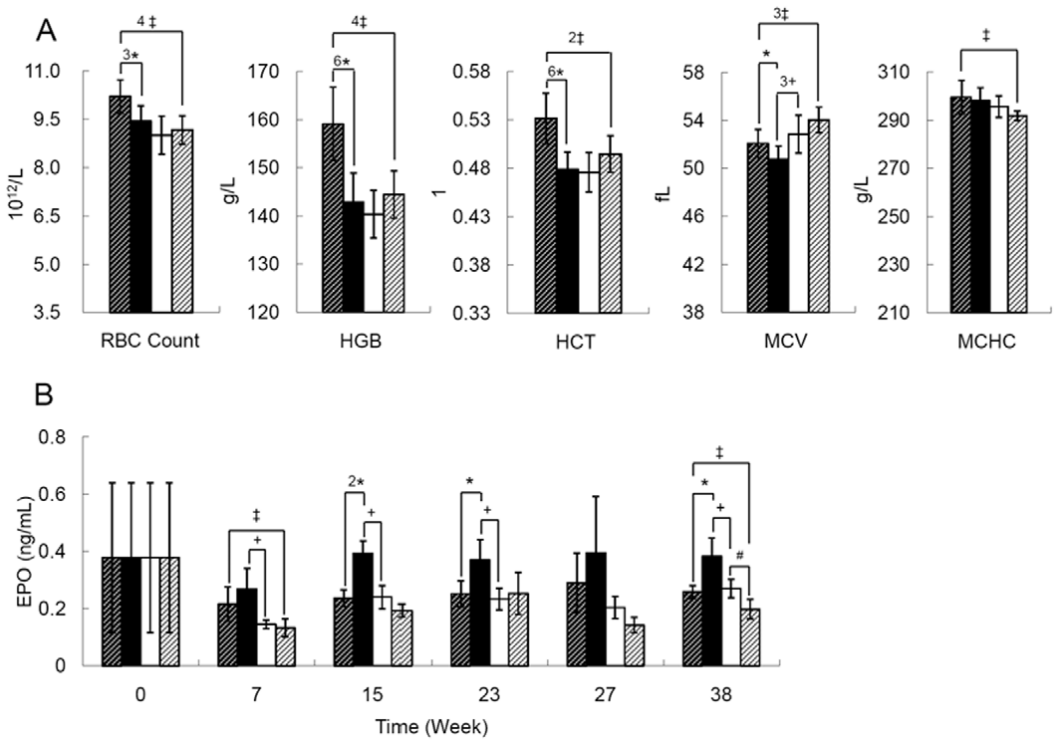
Evidence that CO treatment promotes increased erythropoiesis by an erythropoietin-independent mechanism. (A) Red blood cell indices of B6 mice on garlic-supplemented or garlic-free (cellulose-supplemented) diets with or without the treatment of CO at week 38: red blood cell concentration (RBC count, 10^12^/L), hemoglobin concentration (HGB, g/L), hematocrit (HCT, %), mean corpuscular volume (MCV, fL), mean corpuscular hemoglobin concentration (MCHC, g/L). Statistics: +, Air-Cellulose (AC) *vs*. Air-Garlic (AG); ‡, CO-Cellulose (COC)*vs*. CO-Garlic (COG); * CO-Cellulose (COC) *vs*. Air-Cellulose (AC); #, Air-Garlic (AG) *vs*. CO-Garlic (COG). One symbol, *p*<0.05; 2 symbols, *p*<0.01; 3 symbols, *p*<0.005; 4 symbols, *p*<0.001; 6 symbols, *p*<0.0001 (student’s *t* test); n = 7–10. The arrangements for each block of bars are (left to right): thick cross-hatched bars, cellulose diet and treated with CO (COC); filled bars, cellulose diet and treated with air (AC); open bars, garlic diet and treated with air (AG); thin cross-hatched bars, garlic diet and treated with CO (COG). (B) Plasma erythropoietin (EPO) levels (ng/mL), n = 4 for each set of samples at different point of the time course. Symbols are the same as those in Panel A. The pairwise comparisons between AC and COG are: week 7, *p*<0.013; week 15, *p*<0.003; week 23, *p* = 0.065; week 27, *p* = 0.084; week 38, *p*<0.007 (student's *t* test).

Lastly, we determined the plasma erythropoietin (EPO) levels of different groups of mice in light of changes in RBC turnover rates. Both garlic-fed mice and CO-exposed mice showed lower plasma EPO levels than mice on cellulose-supplemented control diet. Furthermore, garlic-supplemented diet and CO treatment have additive effects to the reduction of plasma EPO levels (Figure 4B, mice on cellulose-supplemented diet treated with air (AC) *vs*. mice on garlic diet treated with CO (COG)).

## Discussion

Stimulation of erythropoiesis and related genes (Table 1) by garlic-fed mice is most likely mediated by CO, which by itself can increase the RBC counts, hemoglobin contents, and hematocrit in B6 mice (Figure 4A). It was also reported in rat that chronic exposure to CO increased erythropoiesis [36]. In our results (Figure 4B), however, plasma EPO levels of both garlic-fed mice and CO-treated mice on garlic-free (*i.e*. cellulose-supplemented) diet decreased relative to air-treated mice on cellulose-supplemented diet (control mice). Furthermore, the decrease of EPO showed an additive effect when garlic-fed mice were chronically exposed to CO (Figure 4B), supporting the proposal that garlic-fed mice produced extra CO. Nevertheless, none of these mice were anemic. Therefore, we have strong evidence (e.g. Figs. 3–4, Tables 1–2, GSE10344) for an EPO-independent pathway in the spleen, which might follow a combination of molecular events in three separate reports [27]–[28], [37].

Firstly, CO can stimulate HSF-1 activation through the MAPK pathway in the lung endothelial cells, resulting in the increased expression of Hsp70 and other heat shock proteins [27]. 

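Taken as a list, heat shock genes had higher signals in garlic-fed mice 2 and 3 than in control mice, and slightly higher ones in garlic-fed mouse 1. None of them passed the adjusted threshold, and some, such as Hsp90aa1, lay within the control range in garlic-fed mouse 1. Hspa1b, which encodes an inducible Hsp70, had signals of 275, 355 and 442 in control mice and 820, 7163 and 4278 in garlic-fed mice (log2 fold change 3.06, standard error 0.62, adjusted p = 0.0911 from limma). Hspa1a, which encodes an almost identical Hsp70, had signals of 70.2, 134 and 171 in control mice and 168, 1120 and 813 in garlic-fed mice, so that garlic-fed mouse 1 lay within the control range (log2 fold change 2.19, standard error 0.61, adjusted p = 0.202). Because their sequences are so alike, the probe sets of Hspa1a and Hspa1b can share signal. Hsph1, which encodes Hsp110, had signals of 798, 1311 and 1417 in control mice and 1913, 7230 and 5550 in garlic-fed mice (log2 fold change 1.90, standard error 0.41, adjusted p = 0.112). Hspa8, which encodes the constitutive Hsc70, had a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.131), and Hsp90aa1, which encodes an inducible Hsp90, one of 0.35 (standard error 0.14, adjusted p = 0.389).

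Of 21 genes of the heat shock response, none passed the test over all probe sets, 16 were higher when adjusted over the list alone, and 7 met the study's criterion. Their median log2 fold change was 0.60 (adjusted p = 1.16e-14 from camera, and adjusted p = 0.177 with an estimated correlation). Relative to the control mean, the median was 0.22 in garlic-fed mouse 1, 0.85 in mouse 2 and 0.81 in mouse 3, and the exact permutation test of the list's mean gave p = 0.1 (two-sided). Of these genes, 3 (Hspa1a, Hspa1b and Hsph1) also stand among those taken from the paper. Cirbp, whose mRNA is raised by mild cold and lowered by warmth, had signals of 1962, 1477 and 1297 in control mice and 800, 460 and 495 in garlic-fed mice, so that it was lowest in the same garlic-fed mice 2 and 3. Of the 15 genes of the endoplasmic reticulum stress response, none passed the test, over all probe sets or adjusted over the list alone, with 3 higher at an unadjusted p under 0.05, and the median was -0.02 (adjusted p = 0.403 from camera). Hspa5, which encodes the chaperone BiP, had a log2 fold change of 0.29 (standard error 0.12, adjusted p = 0.399), and Xbp1, a transcription factor of this response, one of -0.21 (standard error 0.10, adjusted p = 0.490). Without garlic-fed mouse 1 the median of this list was 0.15, with an adjusted p of 0.000266 from camera at its preset correlation. With all mice, camera with an estimated correlation, 0.71 for this list, gave an adjusted p of 0.864.

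**Figure D2:**
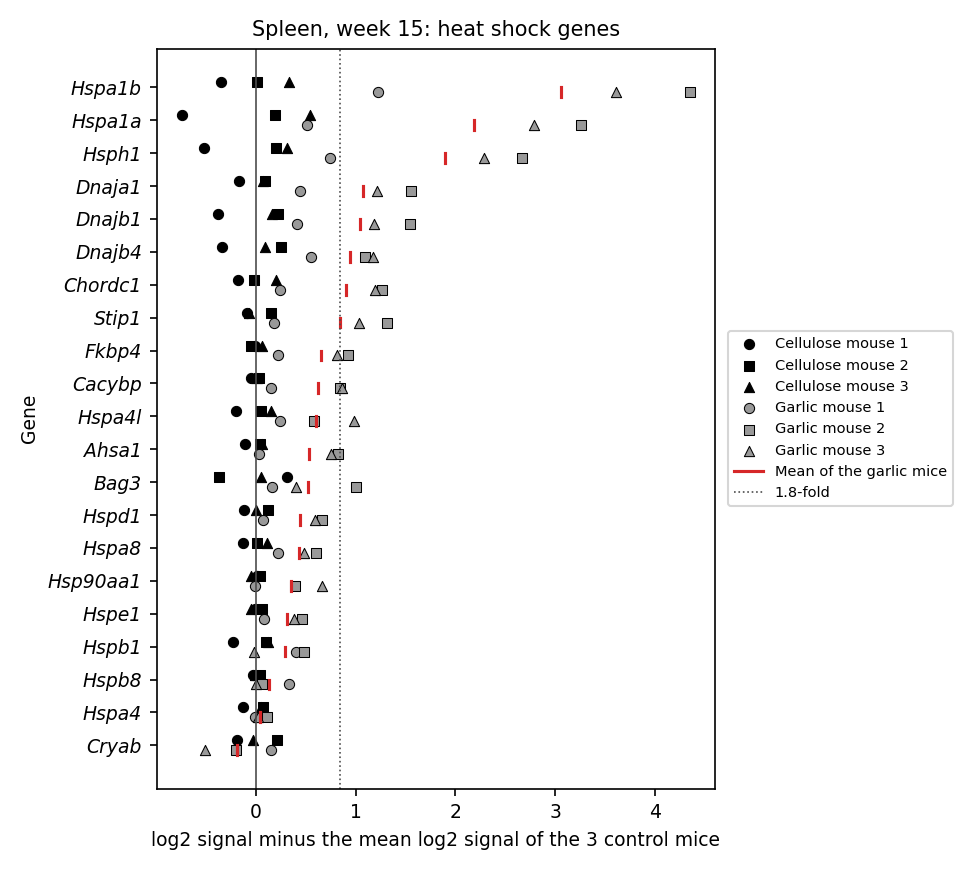
Log2 signal of the 21 heat shock genes in each mouse, relative to the mean log2 signal of the 3 control mice; black symbols are control mice, gray symbols garlic-fed mice, red bars the means of the garlic-fed mice, and the dotted line marks 1.8-fold. The largest means are 3.06 for Hspa1b, 2.19 for Hspa1a and 1.90 for Hsph1, with garlic-fed mice 2 and 3 far to the right of garlic-fed mouse 1.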

Our microarray expression profiles, qPCR, and/or immunoblots showed an increase of Hsp70 and Hsp110 (Figure 3 and Table 1) in the spleens of garlic-fed mice.

Secondly, increased Hsp70 can protect the key transcription factor for erythropoiesis, Gata-1, from caspase-3 mediated proteolysis [28]. Stabilization of Gata-1 presumably increased downstream gene transcription for erythropoiesis [30]. Indeed, we have observed an increase of Gata-1 and the downstream gene expression in our mRNA expression profiles and immunobloting results (Figure 3 and Table 1). 

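The mRNAs of the erythroid transcription factors were higher in all garlic-fed spleens than in all control spleens, and that of Sox6 passed the adjusted test. Sox6, which promotes erythroid maturation, had a signal of 475 ± 85.3 (SD, n = 3) in control mice and 1200 ± 205 (SD, n = 3) in garlic-fed mice, a log2 fold change of 1.34 (standard error 0.16, adjusted p = 0.0186 from limma). Gata1, the master regulator of erythroid genes, was 736 ± 132 (SD, n = 3) and 1230 ± 265 (SD, n = 3), a 1.66-fold difference (log2 fold change 0.73, standard error 0.18, adjusted p = 0.143). Klf1, which activates globin and membrane genes, had a log2 fold change of 1.34 (standard error 0.30, adjusted p = 0.119), and Tal1, which forms a complex with Gata-1, one of 1.04 (standard error 0.19, adjusted p = 0.0673). Of these 4 genes, 1 was higher and 3 did not pass, and all 4 were higher when adjusted over the list alone. Their median was 1.19 (adjusted p = 8.41e-08 from camera, and adjusted p = 0.159 with an estimated correlation), and since the study named them on these samples this is not independent evidence.

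Downstream, Tfrc, the transferrin receptor through which erythroblasts take up iron, rose from 4880 ± 646 (SD, n = 3) to 9800 ± 1373 (SD, n = 3), a log2 fold change of 1.01 (standard error 0.12, adjusted p = 0.0186). Epor, the gene of the erythropoietin receptor, had a log2 fold change of 0.75 (standard error 0.22, adjusted p = 0.226). The probe sets of Sox6 gave log2 fold changes from 0.42 to 1.52 and those of Tfrc from 0.64 to 1.01. The calls of Sox6 and Tfrc did not hold without control mouse 1, without control mouse 2, without the filter or without the trend of variance.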

Thirdly, the CO induced splenic erythropoiesis could be manifested through ERK1, a different subfamily member of the MAPK family, which is a negative regulator of the adult steady-state splenic erythropoiesis [37]. Ablation of ERK1 induces a splenic stress erythropoiesis phenotype, but the mice display no anemia and did not affect EPO levels or EPO/EPO receptor signaling [37]. Thus, CO could directly or indirectly inhibit ERK1 to induce EPO-independent splenic erythropoiesis. The major difference, however, is the lack of acute anemia in our garlic-fed animal model. The details of the proposed CO-mediated, EPO-independent erythropoiesis remain to be elucidated in garlic-fed mice.

The proposed increase of CO from faster RBC turnover by dietary garlic may also have other physiological functions, some of which may be important for garlic's many health benefits. It is widely perceived that garlic's various health effects stem from the synergistic actions among its diverse chemicals [1]–[3]. Our results on the mRNA expression profiles in the garlic-fed mouse spleens (GSE10344) indicate that the collective effects of phytochemicals (and their metabolites) on the expression of genes, for example, against oxidative stress, are very different from those reports using the alleged key derivatives of garlic such as diallyldisulfide, which changes the expression of cytochrome P450's and phase II enzymes at high doses [38]. 

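Of the genes that defend cells against oxidants, Gclc rose in the garlic-fed spleens and no other passed the adjusted test. Gclc, which encodes the catalytic subunit of the enzyme that limits glutathione synthesis, had a signal of 1581 ± 60.6 (SD, n = 3) in control mice and 2542 ± 315 (SD, n = 3) in garlic-fed mice, a log2 fold change of 0.68 (standard error 0.11, adjusted p = 0.0476 from limma). Of 22 genes of the Nrf2 and antioxidant response, 1 was higher, none was lower and 21 did not pass, and 9 were higher and 1 lower at an unadjusted p under 0.05. The highest log2 fold change was that of Me1, the gene of malic enzyme 1, at 0.74 (standard error 0.25, adjusted p = 0.296), and the lowest that of Slc7a11, which encodes a cystine transporter, at -0.63 (standard error 0.25, adjusted p = 0.397). Adjusted over the list alone, 3 were higher, namely Gclc, Hmox1 and Gpx1, which encodes glutathione peroxidase 1 and had a log2 fold change of 0.23 (standard error 0.06, adjusted p = 0.211). The median of the list was 0.17 (adjusted p = 0.000221 from camera, and adjusted p = 0.159 with an estimated correlation), and none of its genes met the study's criterion. Nqo1, a quinone reductase induced by Nrf2, had a log2 fold change of 0.38 (standard error 0.19, adjusted p = 0.513), Cat, the gene of catalase, one of 0.06 (standard error 0.16, adjusted p = 0.94), and Sod1, the gene of the cytosolic superoxide dismutase, one of 0.09 (standard error 0.09, adjusted p = 0.787). Me1, Slc7a11, Gpx1, Nqo1, Cat and Sod1 are named here after their values were seen. The call of Gclc did not hold without control mouse 1, without control mouse 2, without the filter or without the trend of variance.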

We did not, to our surprise, observe much induction of mRNAs for detoxification enzymes by either increased iron or phytochemicals (or their metabolites) in the garlic-fed mouse spleens. 

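Among the enzymes that detoxify foreign compounds, few mRNAs differed between garlic-fed and control spleens. Of 69 tested genes in the families of cytochromes P450, flavin monooxygenases, glutathione S-transferases, sulfotransferases, quinone reductases, epoxide hydrolases and aldehyde dehydrogenases, none passed the adjusted threshold from limma, 2 were higher and none lower by the study's criterion, and 6 were higher and 2 lower at an unadjusted p under 0.05. The 24 cytochromes P450, the oxidases of phase I metabolism, had log2 fold changes from -0.59 to 0.64 and a median of -0.12, and Cyp4b1, named after its value was seen, was the only one higher at an unadjusted p under 0.05 (log2 fold change 0.48, standard error 0.19, adjusted p = 0.378). The 16 cytosolic glutathione S-transferases had a median of -0.03, and the 17 aldehyde dehydrogenases a median of -0.04. Aldh1a1, an enzyme of retinoic acid synthesis, had a log2 fold change of 0.59 (standard error 0.18, adjusted p = 0.229), and Aldh1a7 one of 0.52 (standard error 0.22, adjusted p = 0.436), both named after their values were seen. None of the 11 named genes of the UDP-glucuronosyltransferases was bright enough to be tested, and 81 of the 150 named genes of all these families lay under the filter on dim probe sets. Without that filter, 2 of the 150 were higher and 1, Aldh5a1, was lower by the study's criterion.

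**Figure D3:**
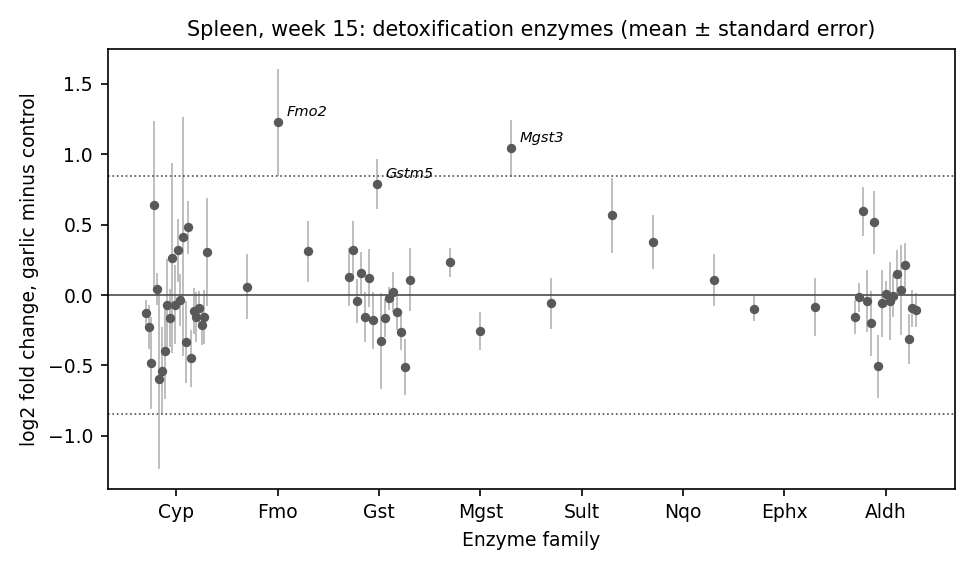
Log2 fold change (garlic minus control) of each tested detoxification gene, grouped by enzyme family; points are means of 3 mice against 3, bars are standard errors from limma, and the dotted lines mark 1.8-fold in either direction. Fmo2 and Mgst3 lie above the upper dotted line, Gstm5 lies just under it, and no gene lies under the lower one.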

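The detoxification genes with the largest positive differences in the garlic-fed spleens were Fmo2, Mgst3 and Gstm5. Mgst3, which encodes a microsomal glutathione S-transferase, had a signal of 2410 ± 572 (SD, n = 3) in control mice and 4967 ± 1322 (SD, n = 3) in garlic-fed mice, a 2.06-fold difference (log2 fold change 1.04, standard error 0.20, adjusted p = 0.0826 from limma). Fmo2, which encodes flavin containing monooxygenase 2, was dim, with 48.6 ± 20.1 (SD, n = 3) and 109.6 ± 26.5 (SD, n = 3), a 2.34-fold difference (log2 fold change 1.23, standard error 0.38, adjusted p = 0.252). Gstm5, which encodes a cytosolic GST of the Mu class, was 882 ± 171 (SD, n = 3) and 1523 ± 310 (SD, n = 3), a 1.72-fold difference (log2 fold change 0.79, standard error 0.18, adjusted p = 0.125). All garlic-fed mice lay above all control mice in each of these 3 genes. Adjusted over the list alone, all 3 were higher, and as the study chose them on these samples this is not independent evidence. Their median log2 fold change was 1.04 (adjusted p = 9.48e-05 from camera, and adjusted p = 0.159 with an estimated correlation). Fmo2 also stands in the list of fat tissue genes, with signals of 138, 105.5 and 85.4 in garlic-fed mice 1, 2 and 3, and Adipoq, the fat cell hormone adiponectin, named after its value was seen, had signals of 1033, 1129 and 246 in the same mice and of 274, 465 and 310 in the control mice.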

Only the mRNAs of flavin containing monooxygenase 2, microsomal glutathione *S*-transferase (GST) 3, and GST Mu5 [39] were induced by dietary garlic (>1.8-fold, *p*<0.05). This suggests the absence of unusual oxidative stress in the garlic-fed mouse spleens. Such a condition could at least partially be attributable to the higher level of the potent anti-oxidant, bilirubin (and biliverdin), also produced from increased heme degradation [40]. Thus, chemoprevention mediated by induction of cytoprotective enzymes alone is not sufficient to account for the systemic health benefits of garlic [41].

A second mechanism by which garlic may exercise its health effect has been demonstrated in isolated aorta sections through the vaso-relaxation activities of H_2_S, which is produced from the organosulfur compounds of fresh garlic extracts, especially the allylsulfides [5], [42]. Their conversion to H_2_S is non-enzymatic and requires cellular GSH, L-cysteine, or protein thiols [42]. As an environment rich in reduced GSH, RBC would naturally convert garlic's organic polysulfides to H_2_S, which presumably can circulate to the whole body by binding to hemoglobin and other hemoproteins [5], [43]. Besides, the polysulfides may also modify surface and intracellular proteins by reacting with cellular protein thiols, leading to RBC turnover.

Our results point to a more robust biological amplification process that potentially provides a common second messenger for many of garlic's diverse physiological effects. Garlic and other plants of the genus *Allium* are known for their production of steroid saponins, compounds with hemolytic activities [1], [44]. Therefore, the presence of steroid saponins in garlic is consistent with the dose-response behavior in the Prussian blue stain of the spleen sections (Figure 2H); saponins could cause mild chronic hemolysis without anemia and resulting in accelerated RBC turnover. As the dosage of saponins (garlic) exceeds the rodent's erythropoietic capacity, anemia ensues [4]. It is entirely possible; however, other classes of garlic compounds manifested the phenotype in our study. We propose that accelerated RBC turnover is the crux of the mechanism(s) by which garlic sustains and amplifies its multiple biological effects. At garlic-enhanced rates of turnover, each degraded RBC may release up to ∼6×10^8^ heme molecules, of which a significant proportion are then converted to CO, to alleviate any heme toxicity [45]. Garlic's anti-platelet, procirculatory, anti-inflammatory, and anti-apoptotic effects parallel those reported for the HO-CO pathway for heme degradation [1], [6]–[9].

In the scheme of RBC turnover, CO can be regarded as a “feedback” regulator by stimulating splenic erythropoiesis, which differs from the EPO-dependent process in the bone marrow. In addition to its stimulatory effect on EPO-independent splenic erythropoiesis, CO is a pleiotropic gasotransmitter [6]–[9]. Furthermore, from the perspective of detoxification of garlic's phytochemicals, many of garlic's health benefits could be the manifestation of physiological recovery to achieve systemic homeostasis. This recovery is presumably mediated by a younger population of RBCs, induction of cytoprotective enzymes, H_2_S produced from garlic's polysulfides, and by CO (the heme oxygenase pathway), which significantly amplifies (up to ∼6×10^8^-fold) the chemical effects of garlic. The reticuloendothelial system of spleen apparently plays a crucial role in this recovery process. The relationship between the molecular details of CO-mediated pathways for erythropoiesis and of garlic's many health benefits remain to be elucidated.

How the deposited data were processed for this re-analysis (not part of the article)

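Spleens of 3 control mice fed the cellulose-supplemented diet and of 3 garlic-fed mice, all male B6 mice at week 15 on 4% supplements, were each measured on 1 Affymetrix array. The values used are intensity values, MAS5 signals of probe sets on a linear scale as made by the authors before they were deposited. The trimmed mean of each array, with 2% left out at each end, is 500, which was read from the values, and neither this scaling nor the MAS5 version is given in the sources used here. The number of arrays limits the precision of every value.

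The 64 control probe sets of the array were left out, and 45037 probe sets remained. Probe sets were named from the array annotation, and 34741 of those with 1 gene name were matched to a gene of the mouse reference by identifier, with 0 names changed. Signals under 23.5, the 20th percentile, were set to that value and log2 was taken. Probe sets with a mean log2 signal at or under the 40th percentile, 6.08, were left out of the tests. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of variance on signal), with garlic minus control as the contrast, and p-values were adjusted over the 27022 probe sets by the Benjamini-Hochberg method. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The study's criterion, a fold above 1.8 and an unadjusted p under 0.05, was counted beside the adjusted one. The paper states it for higher mRNAs, and for lower ones it was mirrored as control/garlic above 1.8. A gene was represented by its probe set with the highest mean log2 signal, and probe sets of several genes were never named.

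Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 32 lists, and the exact permutation test of a list's mean was taken over all groupings of 3 mice against 3, which gives no p under 0.1. The lists taken from the paper were its genes of degradation, cell cycle, RBC membrane and heme, detoxification, erythroid transcription factors, qPCR assays and signaling pathways. The other lists were further erythroid genes, heme synthesis, heme and iron recycling, heat shock, endoplasmic reticulum stress, further cell cycle genes, hypoxia, the Nrf2 and antioxidant response, immediate early genes, clock genes, glucocorticoid response, interferon response, stress erythropoiesis, granulocyte precursors, neutrophils, red pulp macrophages, B cells, plasma cells, T cells, natural killer cells, dendritic cells, megakaryocytes, mast cells and basophils, stroma and endothelium, pancreas and fat tissue. Of 460 listed gene names, 44 had no probe set named in the annotation used and were not analysed here. Families of detoxification enzymes were taken by gene symbol.

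The genes named in the text follow a rule. Named are the 10 genes with the largest rise and the 10 with the largest fall among those past the adjusted threshold whose groups do not overlap, with the falls filled up by 9 genes that met only the study's criterion. Named as well are all genes that the paper names for the arrays or measured by qPCR, whose values in the paper had been seen. Of each list, up to 4 members with the largest change past the adjusted threshold are named, or, where none passed, the 2 with the highest mean signal.

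Alternatives tried were quantile normalization, median centring of each array, no floor, a floor at the 40th percentile, no filter, a filter at the 60th percentile, no trend of variance, the methods' ANOVA on log2 and on linear signals, the replicate number as a block, leaving out each array in turn, camera with an estimated correlation, fry, and the mean of a gene's probe sets. Leaving out the array with the most pancreatic signal in each group and taking pancreatic signal as a covariate were chosen after seeing the data. The procedure was tested on simulated data of 3 arrays against 3. It recovered 48.39% of log2 changes of 1, 80.65% of those of 1.5 and 88.14% of those of 2, with 7 false calls among 139. A gene that did not pass is thus not shown to be unchanged. The simulated lists held independent genes, so they cannot show how camera behaves on lists of correlated genes. The paper's qPCR, immunoblot and bone marrow data were not analysed here.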

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

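The tests of pancreatic tissue, sampling hour, warmth, diet, dilution and bright signals in this part were chosen after the results were seen, and the comparison with other splits of the mice was set before.

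Signals higher in garlic-fed mice appeared in 12 lists that were not taken from the paper, by camera at its preset correlation. The paper discusses several of these processes, among them heat shock, heme synthesis and degradation, macrophages and oxidative stress, and the lists add genes it does not name. Their median log2 fold changes were 0.76 for further erythroid genes, 0.77 for heme synthesis, 0.44 for further cell cycle genes, 0.60 for heat shock, 0.061 for heme and iron recycling, 0.17 for the Nrf2 and antioxidant response, 0.16 for immediate early genes, 0.22 for the glucocorticoid response, 0.40 for granulocyte precursors, 0.19 for neutrophils, 0.15 for red pulp macrophages and 0.81 for fat tissue. With an estimated correlation none of them passed, the smallest adjusted p being 0.159. This loss cannot be laid to correlation between genes alone. For granulocyte precursors the estimate was -0.0184, under the preset 0.01, and the adjusted p was still 0.159. Heme synthesis (estimate 0.43), the Nrf2 and antioxidant response (0.0494) and granulocyte precursors passed limma's fry, each with an adjusted p of 0.0487. The others of these lists did not pass fry. Some members of several of these lists also stand among the genes the paper names or measured. Without single arrays the call was lost for heme and iron recycling (control 1, 0.060, garlic 1, 0.077, or garlic 3, 0.044), immediate early genes (garlic 2, -0.0082), neutrophils (control 3, 0.069, or garlic 3, 0.073), and the glucocorticoid response (control 1, 0.11, or garlic 3, 0.13).

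Pancreatic genes were lower in garlic-fed mice, with a median of -4.32, which lay between -6.11 without garlic 2 and -3.26 without garlic 1. Over the 6 arrays their median pairwise correlation was 0.99, which is what pancreatic tissue taken with some of the spleens would give, so this remains a candidate explanation. The garlic diet alone would not give a wide spread among mice of the same diet. Pancreatic genes gave 0.452%, 0.0594% and 0.210% of the total signal in control mice and 0.00649%, 0.114% and 0.00767% in garlic-fed mice. These values argue against the diet as the only cause. A part of the diet in the group difference stays open, since no test here sets it apart from such tissue. The exact permutation p of 0.2 bears on chance alone.

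The median of the heat shock genes was higher in garlic-fed mice 2 and 3 above all. The clock genes had a median absolute log2 fold change of 0.135, against 0.141 for all genes. This argues against a difference in the hour of sampling that moves most clock genes. Their upper quartile was 0.195, below the heat shock median of 0.60. A single clock gene, Nr1d1, named after its value was seen, lay above it at 0.73 (standard error 0.62, groups overlapping). Relative to the control mean, the clock median was 0.022, -0.15 and -0.17 in garlic-fed mice 1, 2 and 3. Nothing here ties the size of clock changes to that of heat shock changes, so a smaller difference in hour stays open. Warmer mice or tissue before freezing would lower Cirbp, and the log2 fold change of Cirbp was -1.45 (adjusted p = 0.0360 from limma), but this fall was known when warmth was thought of and cannot test it, so that warmth stays a hypothesis. The garlic diet stays open as well, since the arrays hold no comparison of diet without a possible difference in warmth, and the exact permutation p of 0.1, the smallest that 3 mice against 3 allow, bears on chance alone. Cirbp was no longer past the threshold without control mouse 1 (adjusted p = 0.18), control mouse 2 (0.152), control mouse 3 (0.0575), garlic-fed mouse 2 (0.0765) or garlic-fed mouse 3 (0.0562), and it passed without garlic-fed mouse 1 (0.00831).

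Erythroid genes differed between the groups by unequal amounts, with 6 of 32 past the adjusted threshold and 3 negative. Dilution of the control spleens by pancreatic RNA would raise B cell genes too, and the upper quartile of their log2 fold changes was -0.103, which argues against it. Compression of bright signals could flatten the change of abundant mRNAs and stays open, as Spearman's rho between signal and log2 fold change over the 32 genes was -0.254 (permutation p = 0.16). The 9 genes with a mean signal above 8000 had a median of 0.36 and the others one of 0.93. A different stage of the erythroid cells under garlic was not tested.

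The 6 mice can be split into groups of 3 in 10 ways, too few for a share under 0.05, and in each comparison 1 split, the real one, gave a result as large. Probe sets past the adjusted threshold numbered 64 in the real split and 0 in the highest other, and those meeting the study's criterion 410 and 204. The medians were 0.76 and 0.49 for further erythroid genes, 0.44 and 0.34 for further cell cycle genes, and 0.60 and 0.54 for heat shock genes.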

How the results depend on the processing

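Leaving out 2 arrays and the pancreatic covariate were chosen after seeing the data. The covariate overlaps with the diet, so that fits with it cannot set pancreatic signal apart from the diet. The 2 arrays, control 1 and garlic 2, had the most pancreatic signal of their group. All 43 genes past the adjusted threshold kept their sign under every alternative that tested them, but not their side of the threshold, and the cause was not tested. Against 61 higher and 3 lower probe sets past it, median centring gave 147 higher, the higher floor 6 lower, no filter 4 higher and 7 lower with more probe sets tested and none of the 43 genes past it, the replicate block 270 higher and 25 lower (correlations between mice of the same number were 0.00064, -0.176 and 0.0781, so the numbers do not pair the mice), and the 2 arrays left out 2 higher and 26 lower. No variance trend, ANOVA on log2 signals, ANOVA on linear signals and the covariate each gave 0 higher and 0 lower. Leaving out single arrays gave 0 to 106 higher and 0 to 34 lower, with 0 in both directions without control 1 or control 2, 33 higher and 0 lower without control 3, 106 and 8 without garlic 1, 28 and 34 without garlic 2, and 64 and 22 without garlic 3. By the study's criterion, against 249 higher and 161 lower, lower probe sets numbered 97 with the higher floor, 336 without the filter, 55 with the stricter filter (145 higher), 56 with ANOVA on log2 signals, 56 on linear signals (152 higher), 438 with the covariate, and 124 to 252 without single arrays. Of 32 lists, 21 passed camera at the preset correlation, 0 with an estimated correlation and 8 passed fry. With the estimated correlation the adjusted p was 0.159 for the named cell cycle (median 0.89) and named erythroid genes (1.15), 0.170 for further erythroid genes (0.76), 0.177 for heat shock (0.60) and 0.257 for further cell cycle genes (0.44). With fry it was 0.0734, 0.123 and 0.123 for the same further erythroid (0.76), heat shock (0.60) and further cell cycle genes (0.44). The named cell cycle (0.89) and named erythroid genes (1.15) passed fry, each with an adjusted p of 0.0487. The median changed sign in some lists that passed camera in the main setting or in a setting with the changed sign. For endoplasmic reticulum stress it was -0.14 to 0.15 without single arrays, 0.15 without garlic 1, and 0.17 with the covariate. For immediate early genes it was -0.0082 to 0.26 without single arrays, the former without garlic 2, and 0.54 with the covariate. For megakaryocytes it was -0.16 to 0.083 without single arrays, the former without control 1, and -0.17 with the 2 arrays left out. For red pulp macrophages it was -0.0033 with the covariate. Centring also moved B cells to -0.084, T cells to -0.11 and heme and iron recycling to 0.14. The sign of the median also changed under at least 1 alternative for hypoxia, interferon, natural killer cells, stroma, clock genes and stress erythropoiesis. These lists passed camera neither in the main setting nor in those with the changed sign. Interferon and natural killer cell genes passed it in other settings, with the sign kept. Signals near the floor limit what can be read from dim probe sets.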

Differences from the paper's values

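The pancreatic alternatives and the choice of Uros for comparison were made after seeing the values. The paper gives a rise above its fold threshold for cyclins A2 and F, aurora kinase A, β-spectrin, Ptdss2 and GST Mu5. Of 22 array genes it names, 21 could be tested, all 21 had a positive log2 fold change and 15 met the study's criterion. The exceptions were Ccna2 (1.71-fold), Ccnf (1.77-fold), Aurka (1.75-fold), Sptb (1.76-fold), Ptdss2 (1.69-fold) and Gstm5 (1.72-fold), each with an unadjusted p under 0.05 from limma. In the main setting another probe set of Ptdss2 met the study's criterion, while no probe set of the other exceptions did. With median centring and without garlic mouse 1, alternatives set before the data were examined, all of the exceptions but Ptdss2 met it. Aurka and Gstm5 also met it without control mouse 2, Aurka, Ccnf, Ptdss2 and Sptb without control mouse 3, Aurka, Ptdss2 and Sptb without garlic mouse 2, and Ptdss2 with the mean of its probe sets. Fewer of the named genes met it under other alternatives, 11 without control mouse 1, 11 without garlic mouse 3, 12 with the mean of probe sets, which drops Ank1, Ccne1, Cep76 and Dmtn, 14 with the higher floor, which drops Fmo2, 14 of 20 tested with the stricter filter, and 14 with ANOVA on linear signals, which drops Rhag. Ccna2 also met it with pancreatic signal as a covariate, an alternative chosen after seeing the values, which drops Ccne2, Mgst3 and Prtn3. Prss32, which the paper lists as raised, lay under the filter, and without the filter it met the criterion, with 2 of its control signals set to the floor.

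For Uros, the paper's qPCR table marks no difference at week 15, and on the arrays it rose 2.52-fold (adjusted p = 0.0123 from limma), with a second probe set at a log2 fold change of 0.65.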

Other observations

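The comparison of array values with qPCR in this part was chosen after the results were seen. In the list of qPCR genes, Alas1 had a log2 fold change of 0.03 (standard error 0.14, adjusted p = 0.962 from limma) and Chek1 one of 0.22 (standard error 0.18, adjusted p = 0.712). Hey2, which is repressed in the paper's qPCR, was dim on the arrays, with signals of 54.6, 55 and 59.8 in control mice and 26, 35 and 13.6 in garlic-fed mice. As it lay near or under the floor in garlic-fed mice, no fold is given. The Alas and Hsp70 assays name no isoform, so Alas1 and Alas2, and Hspa1a and Hspa1b, were all placed among the qPCR genes. Of 15 tested genes of this list, chosen by the study, 5 were higher past the adjusted threshold, none was lower, 12 were higher when adjusted over the list alone, and the median was 1.33 (adjusted p = 4.5e-18 from camera, and adjusted p = 0.159 with an estimated correlation). The paper's folds by qPCR were 15 for Hsp70, 5.5 for Hsp110 and 1.9 for Gata-1, and the array folds were 8.35 for Hspa1b, 3.73 for Hsph1 and 1.66 for Gata1. The paper does not name the gene of its Hsp70 assay, and Hspa1b was chosen here to stand beside it, while Hspa1a gave 4.56. The ratio of arithmetic means was 11.4 for Hspa1b, and leaving out garlic-fed mouse 1 or garlic-fed mouse 2 gave 15.8 or 5.34 for Hspa1b and 5.56 or 2.86 for Hsph1. With all mice, the folds of Hspa1b, Hsph1 and Gata1 did not differ from the paper's by more than the spread between the garlic-fed mice. This spread, the SD of their folds, was 9.05 for Hspa1b, 2.38 for Hsph1 and 0.364 for Gata1. It holds differences between mice and not the error of the assays. The comparison therefore cannot tell whether arrays and qPCR match.

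Plasma cell genes had a median of -0.24 (adjusted p = 0.000196 from camera, and adjusted p = 0.304 with an estimated correlation), none of 9 passed with limma, 4 were lower at an unadjusted p under 0.05, and Sdc1, named after its value was seen, was lower when adjusted over the list alone. Jchain, a part of secreted antibodies, had a log2 fold change of -0.12 (adjusted p = 0.599), and Xbp1, also in the endoplasmic reticulum list, one of -0.21 (adjusted p = 0.490). Of 15 hypoxia genes none passed with limma, 1 was higher and 2 lower unadjusted, P4ha1 was higher and Pdk1 lower when adjusted over the list alone, both named after their values were seen, and the median was -0.01 (adjusted p = 0.405). The glycolytic genes Ldha and Aldoa had log2 fold changes of 0.00 (adjusted p = 0.993) and -0.01 (adjusted p = 0.973). Of 5 genes of the signaling pathways the paper discusses, none passed, Epor was higher and Hif1a lower when adjusted over the list alone, and the median was -0.10 (adjusted p = 0.735), although the mean was 0.02. Epor, reported with the transcription factors, Hif1a (-0.22, adjusted p = 0.305), Hmox2 (-0.10, adjusted p = 0.759), Hey1 (-0.30, adjusted p = 0.802) and Mapk11 (-0.04, adjusted p = 0.943) made up this list. Interferon genes had a median of -0.05 (adjusted p = 0.95), with 3 higher and 3 lower unadjusted and Gbp2, named after its value was seen, lower when adjusted over the list alone, and Rsad2 had a log2 fold change of 0.42 (adjusted p = 0.271) and Rtp4 one of -0.08 (adjusted p = 0.911). The interferon median was -0.17 without control mouse 1 and 0.11 without garlic-fed mouse 2. With the pancreatic covariate, chosen after seeing the data, the list passed camera at its preset correlation (-0.30, adjusted p = 0.0267). Without the covariate, an estimated correlation gave an adjusted p of 0.98.

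Immediate early genes had a median of 0.16 (adjusted p = 0.0228 from camera, and adjusted p = 0.523 with an estimated correlation), and relative to the control mean the garlic-fed mice were at 0.15, 0.61 and -0.11. None passed with limma, 4 were higher and 1 lower unadjusted, and Dusp1 was higher and Egr2 lower when adjusted over the list alone, both named after their values were seen. Without single arrays the median was 0.10 (control 1), 0.07 (control 3), -0.0082 (garlic 2, adjusted p = 0.787) and 0.26 (garlic 3), and the call was also lost without the filter (adjusted p = 0.0955). Btg2 had a log2 fold change of 0.35 (adjusted p = 0.426) and Klf2 one of 0.03 (adjusted p = 0.962). Glucocorticoid response genes had a median of 0.22 (adjusted p = 0.00835 from camera, and adjusted p = 0.343 with an estimated correlation), with none past limma's threshold and 2 higher unadjusted, and the call was lost without control mouse 1 (0.11, adjusted p = 0.129) or garlic-fed mouse 3 (0.13, adjusted p = 0.0836), with a median of 0.37 without garlic-fed mouse 1. Tsc22d3 had a log2 fold change of 0.55 (adjusted p = 0.280) and Ddit4 one of 0.40 (adjusted p = 0.619). Clock genes had a median of -0.11 and a mean of 0.02 (adjusted p = 0.935), with none higher or lower at either threshold, and Nr1d2 (-0.08, adjusted p = 0.845) and Dbp (-0.11, adjusted p = 0.850) were the brightest. Genes of stress erythropoiesis had a median of -0.08 but a mean of 0.09 (adjusted p = 0.735). Of these 11, Tfrc was higher past the adjusted threshold, and Epor and Tfrc when adjusted over the list alone.

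In the lists of natural killer cells (median -0.15, adjusted p = 0.203) and dendritic cells (-0.14, adjusted p = 0.157), none passed with limma and 1 gene of each was lower unadjusted. Without control mouse 1 both passed camera at its preset correlation (-0.26, adjusted p = 0.0192, and -0.20, adjusted p = 0.0325). With the pancreatic covariate, chosen after seeing the data, natural killer cell genes did (-0.42, adjusted p = 0.000156). Dendritic cell genes did with the array of the most pancreatic signal in each group left out (-0.27, adjusted p = 0.0391), also chosen after seeing the data. For all mice, camera with an estimated correlation gave an adjusted p of 0.749 for natural killer cell genes and 0.344 for dendritic cell genes. The brightest genes were Klrd1 (-0.21, adjusted p = 0.560) and Gzma (0.08, adjusted p = 0.929) of natural killer cells and Irf8 (-0.14, adjusted p = 0.573) and Ccr7 (0.03, adjusted p = 0.947) of dendritic cells. In those of megakaryocytes (median 0.01, mean -0.04, adjusted p = 0.912), mast cells and basophils (0.23, adjusted p = 0.735) and stroma and endothelium (-0.01, adjusted p = 0.95), none passed with limma and none was higher or lower at an unadjusted p under 0.05. Their brightest genes were Ppbp (0.03, adjusted p = 0.957) and Pf4 (0.09, adjusted p = 0.907), Kit (-0.21, adjusted p = 0.618) and Gata2 (0.26, adjusted p = 0.767), and Acta2 (0.00, adjusted p = 0.999) and Stab2 (-0.02, adjusted p = 0.964). Megakaryocyte genes passed camera at its preset correlation without control mouse 1 (-0.16, adjusted p = 0.0294). For all mice, an estimated correlation gave them an adjusted p of 0.98. Without single arrays, the mast cell and basophil median lay between 0.044 (control mouse 2) and 0.37 (garlic-fed mouse 3). Of the genes of degradation named by the study, Mpo and Prtn3 could be tested, too few for camera, and their median was 1.01 (exact permutation p = 0.1).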
